A study of Mus musculus with 16 samples. Its data were reported in "Upregulation of RNA cap methyltransferase RNMT drives ribosome biogenesis during T cell activation" (2021).

How the data were processed

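Ψ-seq maps pseudouridine, an isomer of uridine, in RNA. The carbodiimide CMC forms a stable adduct on pseudouridine, and reverse transcription stops at the nucleotide next to the adduct, so cDNA ends pile up there. Total RNA came from activated CD4 T cells of control mice and of Rnmt cKO mice, in which the cap methyltransferase gene Rnmt is deleted in T cells. RNA of each animal was split into a CMC-treated and a mock-treated library, which gave 16 libraries from 8 animals, 4 of each genotype. The groups and replicate numbers were taken from the sample titles.

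According to the study's methods, the authors extracted the random barcode from each read, trimmed adapters, aligned the reads with bowtie2 to a custom set of rRNA sequences, removed PCR duplicates by barcode and discarded secondary and low-quality alignments. Each deposited file gives the count of read starts at each nucleotide of 18S (1871 nt), 28S (4731 nt), 5.8S (156 nt) and 5S rRNA (120 nt), not normalised. Positions are given here in the coordinates of those sequences, counted from 1. The custom rRNA sequences were not used here, so bases at the sites were not read from them.

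Percent termination was defined by the authors as the reads that start at a nucleotide over all reads that cover it. The counts of starts do not hold the coverage. It was replaced by the number of read starts in the window of 65 nucleotides that ends at the nucleotide, which is 75 sequencing cycles less the barcode of 10 nucleotides. Reads shorter than the window do not reach the nucleotide, so this number is an upper bound on the coverage by reads of up to 65 nucleotides, and the percent termination given here is a lower bound. Windows of 50, 40 and 30 nucleotides were tried as alternatives chosen after the data had been seen. The PSU score is the CMC termination over the mock termination of the same animal, and it was assigned to the nucleotide 1 upstream of the stop. A site was called in a genotype when the mean CMC termination over the 4 animals was at least 3% and the mean PSU score at least 3, with a score in at least 3 animals.

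PSU scores were compared between genotypes over the sites called in either genotype with lmFit and eBayes of limma 3.58.1, 2-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. Medians per animal were compared by exact permutation tests, 2-sided, whose smallest p for 4 against 4 animals is 0.0286. Limma on log2 percent termination had been planned for the CMC termination, the mock termination, the CMC effect and the interaction of genotype with CMC. Because the files hold counts, these were tested with the quasi-likelihood test of edgeR 4.0.16 on the read starts, with the log of the window coverage as offset, and the planned limma fit became an alternative. Positions with a mean termination of at least 1% entered the last 3 tests. The CMC effect and the interaction were fitted with the animal as a block. Other alternatives were DESeq2 1.42.0, TMM and median-ratio library sizes, other thresholds and pseudocounts, and leaving out each animal. TMM and median-ratio library sizes took the place of the window coverage, so these fits tested read starts at the stop and not termination. R 4.3.3 and, for the figures, Python 3.11.15 with matplotlib 3.10.9 were used.

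The sites named were fixed by a rule before the data were examined: the 5 called sites with the highest mean PSU score, the 5 with the largest difference between genotypes, the 3 with the smallest limma p, and sites with an adjusted p under 0.05. Sites named outside the rule are marked as such.

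Animals of both genotypes share the numbers 1 to 4. Deviations from the genotype mean were correlated between same-numbered animals across positions, which are not independent replicates. For log2 mock termination, r was 0.645, 0.408, 0.154 and 0.373 for numbers 1 to 4, all above 0.1, so by the rule used here the numbers pair the mock libraries. That rests on the animals numbered 1: without them r was 0.0281, -0.0701 and 0.173 for numbers 2 to 4. For the log2 PSU score r was 0.586, 0.235, 0.126 and 0.0266, and for CMC termination all 4 values were below 0, so the numbers were not taken to pair these. No pair of libraries of a group agreed within sampling noise; the lowest chi-square per degree of freedom over 24 pairs was 2.50.

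The tests were tested on simulated data with the real means and library sizes. The dispersions were those of the real read starts given the library size, not given the window coverage. Positions and libraries were drawn independently, so coverage shifts shared by neighbouring positions or by the libraries of an animal were not simulated. Each change raised the read starts by a factor of 2, and no decrease was simulated. With 10 of 70 sites raised in the Rnmt cKO CMC libraries, limma on the PSU score recovered 5 and called 1 unchanged site. On the CMC termination, edgeR recovered 10 and called 1 unchanged site. With 200 changed positions, edgeR recovered 84.5% for mock termination among 3922 positions, 97% for the CMC effect among 3972 and 36.5% for the interaction among 4005. Of the 232 positions called for the CMC effect, 38 had not been changed themselves; a changed stop also alters the window coverage of the positions after it. With no position changed, each of the 5 tests called 0.

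As a check of the shift by 1 nucleotide, the first 150 nucleotides of 18S were compared with an 18S rRNA copy in GENCODE vM21. It lies on GRCm38, chromosome 17, 39846353 to 39848201. The annotated transcript is on the minus strand, and its reverse complement was used. The range of 150 nucleotides was chosen after the sites had been seen. All 4 called sites in it lay on T, against 30% T in the range. Their contexts in the copy were ATGCTTGTCTCAAAG for nucleotide 34, CTGCGAATGGCTCAT for 93, AAATCAGTTATGGTT for 109 and TGGTTCCTTTGGTCG for 119, each with the site in the middle. The copy is 22 nucleotides shorter than the 18S sequence of the files and was not used further.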

Results

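Pseudouridine in rRNA was measured by Ψ-seq in activated CD4 T cells from 4 control and 4 Rnmt cKO animals, each with a CMC-treated and a mock-treated library. The 16 libraries held between 1130058 and 2165668 deduplicated read starts. CMC libraries had 1261221 to 1842139 read starts in control and 1638354 to 2066120 in Rnmt cKO. Mock libraries were deeper in control, with 1850996 to 2165668 read starts, than in Rnmt cKO, with 1130058 to 1827610 (exact permutation test, 2-sided, p = 0.0286, the smallest it can give; adjusted p = 0.0914 over 16 library measures). At the called sites the window coverage was at least 3261 read starts in every library. The fewest read starts at a called stop were 20, in the mock library of Rnmt cKO 3, so low mock terminations carry the largest counting error in the PSU score.

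The first question was which positions carry a CMC-dependent stop. In control 63 sites were called, 26 in 18S, 35 in 28S and 2 in 5.8S rRNA. In Rnmt cKO 64 sites were called, 26 in 18S and 38 in 28S. The genotypes shared 57 sites, 6 were called in control alone and 7 in Rnmt cKO alone, which made 70 sites in either genotype. No site was called in 5S rRNA. Raising the CMC threshold to 5% moved the number most, to 43 sites in either genotype. The 2 calls in 5.8S were not made when control 1 was left out.

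The effect of CMC was also tested at each of 4026 positions with the animal as a block. Termination differed between CMC and mock at 874 positions (edgeR, adjusted p under 0.05), with 462 higher and 412 lower in CMC. The number of lower positions was 620 without control 1 and 271 without control 4. The 70 called sites, which were selected for a higher CMC termination in the same libraries, had log2 changes from 1.11 to 3.18. The 412 lower positions had a median log2 change of -0.32. Read starts added at a CMC stop raise the window coverage of the positions after it, which lowers their termination. Some of the lower positions may therefore come from the denominator, and how many was not tested. A log2 change above 1 was found at 89 positions, of which 19 were not called. With a window of 30 nucleotides, chosen after the data had been seen, 1418 of 6075 tested positions differed, or 23.3% against 21.7%.

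**Figure D1:**
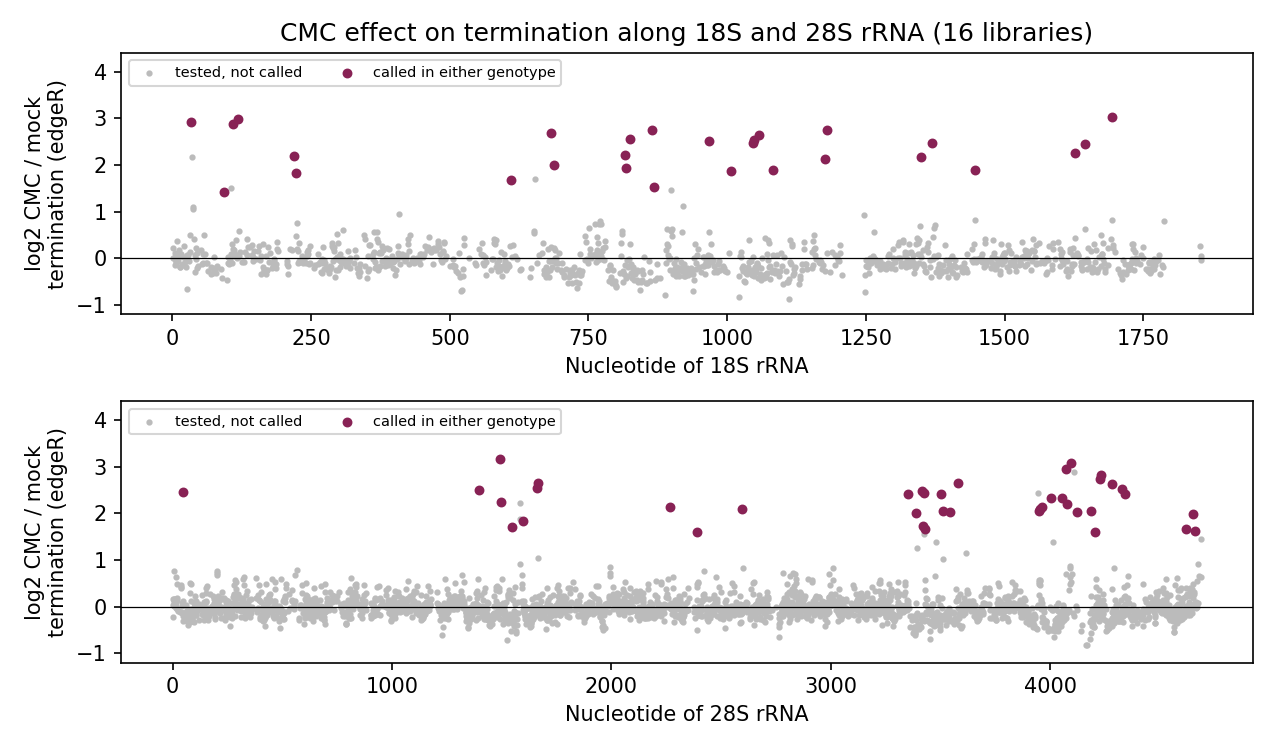
Each point is a tested position, with its nucleotide in 18S (top) or 28S rRNA (bottom) on the x axis and the log2 ratio of CMC to mock termination fitted by edgeR over 16 libraries on the y axis; dark points are sites called in either genotype. The called sites have log2 changes of at least 1.11, and most other positions lie near 0.

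The highest mean PSU scores over the 8 animals were at 28S nucleotides 1491, 4073 and 4095 and at 18S nucleotides 1694 and 119. At 28S nucleotide 1491 the PSU score was 10.3 ± 1.82 (SD, n = 4) in control and 8.07 ± 0.931 (SD, n = 4) in Rnmt cKO. At 28S nucleotide 4095 it was 8.85 ± 2.33 in control and 8.66 ± 2.49 in Rnmt cKO. At 18S nucleotide 1694 it was 7.58 ± 0.708 in control and 9.02 ± 1.31 in Rnmt cKO, and the difference of 1.44 became 0.918 without Rnmt cKO 3. At 18S nucleotide 119 it was 7.98 ± 0.413 in control and 8.03 ± 1.75 in Rnmt cKO. The score at 28S nucleotide 4073 was 9.77 ± 5.41 in control, where control 1 alone had 17.9, and 7.90 ± 3.67 in Rnmt cKO; the difference of -1.86 became 0.843 without control 1.

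The comparison of genotypes asked whether loss of RNMT alters rRNA pseudouridine. None of the 70 sites differed in PSU score between genotypes (limma, lowest adjusted p = 0.599), and 4 had an unadjusted p under 0.05. The mean score was lower in Rnmt cKO at 41 sites and higher at 29. This majority rested on control 1: with that animal left out, the mean score was higher in Rnmt cKO at most of the 70 sites. The smallest unadjusted p-values from limma were at 28S nucleotides 1663, 1491 and 4076. At nucleotide 1663 the score was 5.22 ± 0.554 in control and 6.61 ± 0.638 in Rnmt cKO (limma, adjusted p = 0.599). At nucleotide 4076 it was 5.83 ± 1.81 in control and 3.84 ± 0.426 in Rnmt cKO, and the difference of -1.99 became -1.09 without control 1. The genotypes did not overlap at 2 sites, 1663 and 4076, and chance gives 2 of 70. The largest differences also included 28S nucleotide 3354, with 7.04 ± 3.74 in control and 4.90 ± 1.36 in Rnmt cKO, and 18S nucleotide 220, with 3.87 ± 0.282 in control and 5.82 ± 1.89 in Rnmt cKO (limma, adjusted p = 0.781 and 0.599). At nucleotide 3354 control 1 had a score of 12.6, and the difference of -2.14 became -0.297 without it. At nucleotide 220 the difference of 1.95 became 1.23 without Rnmt cKO 3. None of these differences passed the adjustment over 70 sites. In simulated data this test recovered 5 of 10 sites whose CMC read starts were raised by a factor of 2 in Rnmt cKO. Neither a smaller change nor a decrease was simulated, so the share of lost pseudouridines it would find is not known.

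**Figure D2:**
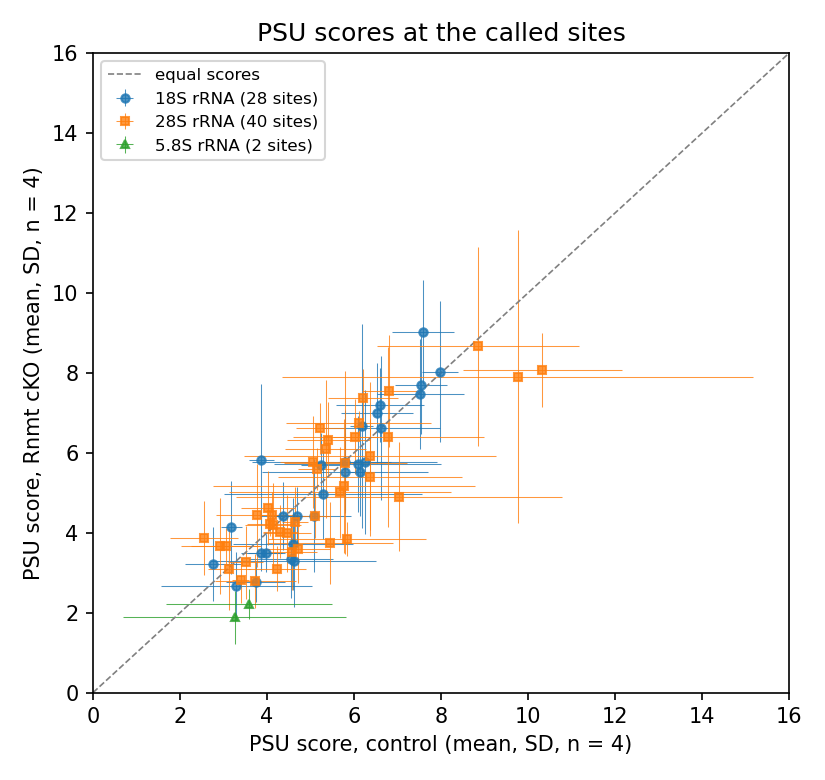
Each point is 1 of the 70 called sites, with the mean PSU score (no unit) of 4 control animals on the x axis and of 4 Rnmt cKO animals on the y axis; lines are SDs and the dashed line marks equal scores. The error bars of most sites cross the line.

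A shift common to all sites was tested on the median over the 70 sites in each animal. The median PSU score was 4.86 ± 0.430 (SD, n = 4) in control and 4.84 ± 0.938 (SD, n = 4) in Rnmt cKO (exact permutation test, 2-sided, p = 0.971). The median CMC termination was 5.67 ± 0.252% in control and 5.83 ± 0.364% in Rnmt cKO (exact permutation test, p = 0.514). The median mock termination, the background of the assay, was 1.11 ± 0.0661% in control and 1.16 ± 0.0864% in Rnmt cKO (exact permutation test, p = 0.429). It was higher in Rnmt cKO in 4 of 4 pairs of the same number, and the exact permutation test paired by number gave p = 0.125, the smallest it can give. Over these 3 comparisons the adjusted p-values of the exact tests were 0.971, 0.771 and 0.771.

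**Figure D3:**
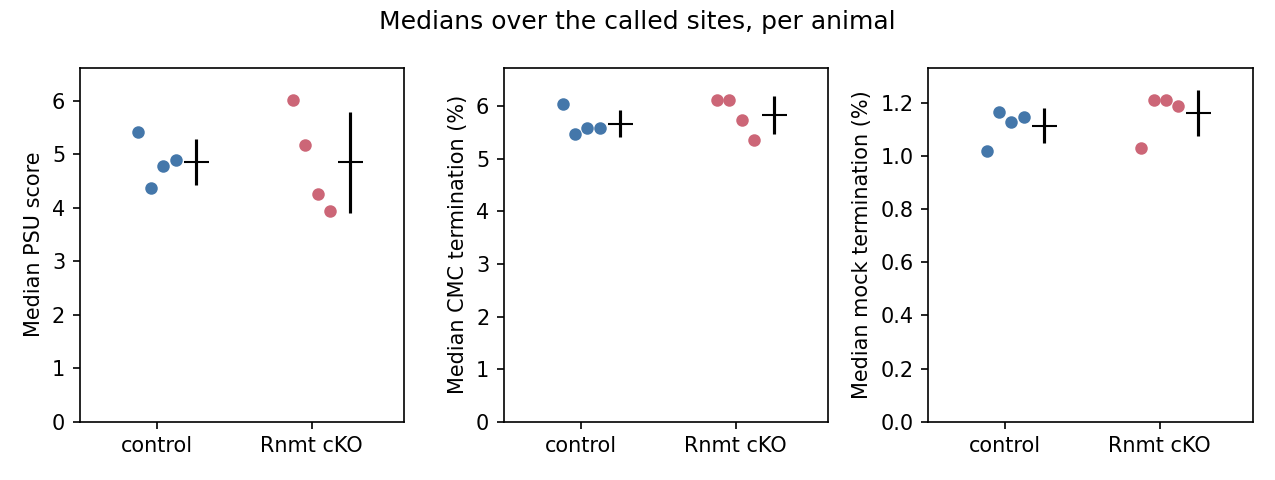
Coloured points are animals, 4 per genotype, with the median over the 70 called sites of the PSU score (no unit, left), the CMC termination (%, middle) and the mock termination (%, right); black bars are the mean and SD. The points of both genotypes overlap in all 3 panels, with median PSU scores from 3.94 to 6.02.

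CMC termination alone differed between genotypes at 1 of the 70 sites, 28S nucleotide 4620, which was named after its value was seen. It was lower in Rnmt cKO by a log2 change of -0.46 (edgeR, adjusted p = 0.00482), and 11 sites had an unadjusted p under 0.05. The read starts at the stop itself were 3268 ± 492 CPM (counts scaled to the library total) in control and 3168 ± 241 CPM in Rnmt cKO CMC libraries (exact permutation test, p = 0.771). With TMM library sizes in place of the window coverage, chosen after the data had been seen, 0 sites passed. That fit tested read starts at the stop and not termination. For termination, 0 sites passed without Rnmt cKO 1. Without Rnmt cKO 2 there were 4, all lower in Rnmt cKO. Without Rnmt cKO 4 there were 6, of which 5 were higher and 1 lower in Rnmt cKO.

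**Figure D4:**
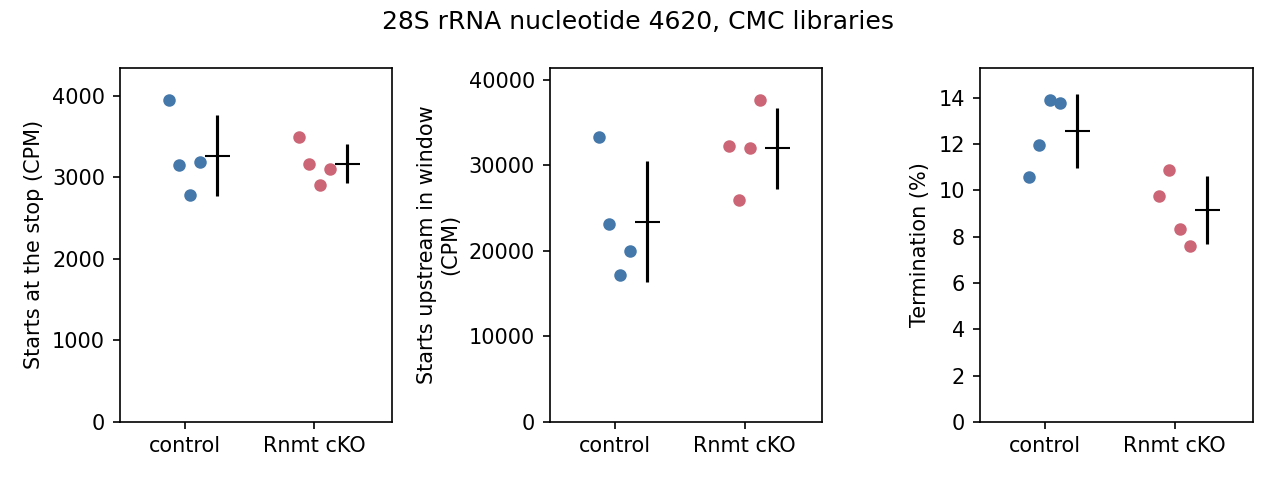
Points are the 4 control and 4 Rnmt cKO CMC libraries at 28S nucleotide 4620, with read starts at the stop in CPM (left), read starts in CPM in the rest of the window (middle) and termination in percent (right); black bars are the mean and SD. The starts at the stop overlap between genotypes, and termination is at most 10.9% in Rnmt cKO and 10.6% or more in control.

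Stops without CMC were compared at 3985 positions. None differed between genotypes in the mock libraries (edgeR), and 248 had an unadjusted p under 0.05. With the replicate number as a replicate block, 42 positions differed, 2 higher and 40 lower in Rnmt cKO. The interaction of genotype and CMC was past the threshold at 0 of 4026 positions (edgeR), with 244 at an unadjusted p under 0.05, and at 1 position without control 1. In simulated data this test recovered 36.5% of increases by a factor of 2, the lowest share among the edgeR tests, and no decrease was simulated. The strongest of 10 mock stops compared, named after its value was seen, was at 18S nucleotide 1250. Its mock termination was 71.2 ± 1.11% in control and 72.6 ± 3.08% in Rnmt cKO (n = 4 each, exact permutation test, p = 0.457, adjusted p = 0.571 over 10 stops). A stop at the first nucleotide of 18S, which is 100% by construction of the window, was not among them. The smallest p of the 10 was at 18S nucleotide 1641, with 23.7 ± 0.893% in control and 26.3 ± 1.76% in Rnmt cKO (exact permutation test, p = 0.0286, adjusted p = 0.190).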

Values the study reported

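The study reported pseudouridine at 75 rRNA positions in activated CD4 T cells, and no difference in pseudouridine between control and Rnmt cKO.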

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

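The correlation between the mock libraries numbered 1 was a test chosen after the result was seen; the test on control 1 was stated beforehand. Dixon's criterion for a single far value was applied to 50 groups of 4, and 3 passed, where chance gives about 2.5.

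Control 1 lay far above the other control animals in PSU score at 28S nucleotide 4073, with 17.9 against 6.83 to 7.42, and at nucleotide 4076, with 8.55 against 4.86 to 4.99. The CMC termination of control 1 was within the range of the others at both sites, 4.07% against 4.00 to 4.62% and 3.06% against 2.76 to 3.18%. Its mock termination was lower, 0.227% against 0.577 to 0.622% at nucleotide 4073 and 0.358% against 0.552 to 0.644% at nucleotide 4076. These rest on 26 and 39 mock read starts. The high scores may therefore come from the mock library of control 1 and not from more CMC adducts. No biological explanation was tested.

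Rnmt cKO 1 had a median mock termination of 1.03% over the called sites, against 1.19 to 1.21% in the other Rnmt cKO animals. Control 1 had the lowest value among the control animals, 1.02%. Across positions, the deviations of these 2 mock libraries from their genotype means correlated with r = 0.645. This is a single pair, and the values with other numbers are fixed in sum by centring, so a preparation effect shared by the mock libraries numbered 1 stays open and cannot be told apart from a chance likeness. Whether the number marks a batch is not stated in the labels.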

How the results depend on the processing

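The windows of 50, 40 and 30 nucleotides, DESeq2, TMM and median-ratio size factors were chosen after seeing the data. Limma on log2(% + 0.1) was the planned test that edgeR replaced, and the other alternatives were fixed before the data were examined. The planned limma fit gave 1 site for CMC termination, lower in Rnmt cKO, and 848 CMC-dependent positions. It gave 0 positions for mock termination and 0 for the interaction. Of 348 alternative values, 315 stayed on the same side or within 1.5 times, 3 moved, 4 were weaker, 9 stronger and 17 reversed. Calling on uridines alone was not run, since the rRNA sequences were not used here.

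With a CMC termination of at least 5%, calls fell to 39 in control, 38 in Rnmt cKO and 43 in either genotype, since fewer positions pass. Across the fits that each left out 1 animal, calls in either genotype ranged from 68 to 74. The windows of 50, 40 and 30 nucleotides gave 78, 77 and 81 sites, of which 69, 66 and 66 were among the 70.

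The number of sites with a changed PSU score was 0 under every alternative run. The difference in median PSU score, -0.0179, reversed to 0.0409 over sites called in both genotypes, and ranged from -0.365 to 0.230 across the fits that each left out 1 animal. Across the same fits the difference in median CMC termination, 0.159, ranged from 0.0225 to 0.383. That in median mock termination, 0.0459, ranged from 0.0291 to 0.0808, the last without Rnmt cKO 1 (exact permutation test, p = 0.0571). With a window of 30 nucleotides the mock difference was 0.214 (exact permutation test, p = 0.2). At 18S nucleotide 119 the PSU score difference of 0.0486 reversed to -0.013 on the log2 scale and to -0.0208, -0.342 and -0.655 with windows of 50, 40 and 30 nucleotides, and ranged from -0.810 to 0.499 across the fits that each left out 1 animal, with -0.146 without control 2. At 28S nucleotide 4095 the difference of -0.189 reversed to 0.229, 0.408 and 0.310 with these windows, and ranged from -1.28 to 0.953 across the fits that each left out 1 animal, with 0.741 without Rnmt cKO 4. At 28S nucleotide 4073 it reversed to 0.843 without control 1, and ranged from -3.64 across these fits. None of these was past the threshold, and the cause was not tested.

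Sites with changed CMC termination numbered 1. DESeq2 gave 3, of which 2 were higher and 1 lower in Rnmt cKO. TMM library sizes gave 0 and median-ratio size factors gave 0, but these fits tested read starts at the stop and not termination. Subtracting each library's median gave 6, of which 1 was higher and 5 lower. The sites called in both genotypes, which leave out 28S nucleotide 4620, gave 0. Across the fits that each left out 1 animal, the count ranged from 0 to 6. DESeq2 gave 9 positions for mock termination, all higher in Rnmt cKO, and 11 for the interaction, all with a higher CMC effect in Rnmt cKO, where edgeR gave 0; the cause was not tested. The interaction ranged from 0 to 1 across the fits that each left out 1 animal. CMC-dependent positions rose from 874 of 4026 tested (21.7%) to 1418 of 6075 (23.3%) with a window of 30 nucleotides, where more positions reach a mean termination of 1%. They ranged from 660 to 1140 across the fits that each left out 1 animal, and the lower ones from 271 without control 4 to 620 without control 1. With TMM library sizes, which test read starts and not termination, 703 positions differed, 427 higher and 276 lower, against 462 and 412.

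With the replicate number as a replicate block, 42 positions differed in mock termination in place of 0. Of these 40 were lower in Rnmt cKO, the opposite direction to the 9 from DESeq2. The block moved no other count by over 1.5 times: it gave 0 sites for the PSU score, 1 for CMC termination, 0 for the interaction, and 959 CMC-dependent positions in place of 874. Paired by number, the exact permutation p was 1 for the median PSU score, 0.625 for the median CMC termination and 0.125 for the median mock termination, and 0.125 is the smallest 4 pairs can give.

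Other splits of the animals were also counted. For CMC termination 6 of the 35 splits of the 8 animals gave 1 site or more, so a single call is within what other splits give. For the PSU score, mock termination and interaction the count was 0, which all 35 of 35 splits reach by construction, so this says nothing about the result; 1 other split gave 2 sites for the PSU score. For the blocked mock termination only the real assignment, 1 of the 8 exchanges within numbers, gave as many as 42, and 8 exchanges cannot give a share under 0.05. For the CMC effect 1 of 100 draws that exchanged CMC and mock within animals, the real one, gave as many as 874.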

Other observations

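The tests in this part were chosen after the results were seen, except that of the 18S end index.

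The lower CMC termination at 28S nucleotide 4620 in Rnmt cKO came with unchanged starts at the stop: with TMM library sizes the log2 change of the stop count was -0.075. The starts in the rest of the window were 23423 ± 7076 CPM in control and 31979 ± 4792 CPM in Rnmt cKO (n = 4; exact permutation test, p = 0.114). The call may therefore come from the denominator. A candidate source is a difference in the fragment lengths kept near the 3′ end. An end index, the log2 ratio of starts 130 to 170 nucleotides from the 3′ end to those 60 to 100 nucleotides from it, was -2.77 ± 0.52 in control and -1.96 ± 0.35 in Rnmt cKO CMC libraries for 28S (exact permutation test, n = 4, p = 0.0571). The farther range lies inside the window of this site, so the 28S index largely restates the raised starts and is no separate evidence. The same index at the end of 18S, which does not overlap the window, gave an exact permutation p = 0.114, so with 4 libraries in each group fragment length cannot be told apart from another source of the added starts.

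The ratio of 28S to 18S read starts was higher in Rnmt cKO. With the last 400 nucleotides of 28S left out it was 1.78 ± 0.0643 in control and 2.01 ± 0.0711 in Rnmt cKO CMC libraries, and 1.84 ± 0.0403 and 2.07 ± 0.0534 in mock libraries (n = 4 each). The genotypes did not overlap in either treatment (exact permutation test, p = 0.0286 in each, the smallest it can give; adjusted p = 0.0914 over 16 library measures). With all of 28S the mock libraries overlapped (exact permutation test, p = 0.0857), and leaving out the end was chosen after seeing the values. The CMC and mock libraries of an animal share their RNA and are not independent. The tables argue against library size as the cause: the totals were higher in Rnmt cKO CMC libraries and lower in its mock libraries, while the ratio was higher in both, by 0.233 in CMC libraries. A few positions with many counts stay open, since the ratio of the medians over bins of 100 nucleotides gave a mixed result. It was higher in Rnmt cKO by 0.0595 in CMC libraries, or 7.44%, with no overlap (exact permutation test, p = 0.0286), and by 0.0647 in mock libraries, or 8.14%, where the genotypes overlapped (exact permutation test, p = 0.0571). The sums had differed by 13.1% and 12.8%. Fragment length stays open too: the 28S end index differed by -0.58 in mock libraries, opposite to the CMC libraries, but within the spread, and it was defined on a region chosen for its raised starts. GC content was not tested. A difference in the relative amount of the subunits' rRNA may be involved and was not tested.

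The mock library of control 1 stood apart from the other mock libraries. Its median correlation with them, across positions, was 0.742, against 0.875 to 0.950 for the others, and 5.8S took 4.08% of its read starts against 8.21 to 12.4%. The tables argue against low depth, since 4 mock libraries had fewer read starts. A CMC library labelled as mock is also argued against, since the median termination at the called sites was 1.02%, below that of all CMC libraries. A preparation effect shared with the mock library of Rnmt cKO 1 stays open. Without centring, control 1 correlated at 0.848 with that library and at 0.600 to 0.765 with the other mock libraries. Rnmt cKO 1 also had the next lowest 5.8S share, 8.21%. These values and the correlation of 0.645 given above come from a single pair. The 2 calls in 5.8S in control were not made without this animal.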
